A study of Homo sapiens with 12 samples.

How the data were processed

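RNA was measured by sequencing in 12 libraries of human aorta, 4 each from a control group that the labels call normal, from thoracic aortic aneurysm (TAA) and from abdominal aortic aneurysm (AAA). Per the labels' protocols, tissue was flash frozen, total RNA was isolated with a PicoPure kit, cDNA was made and amplified with a whole-transcriptome amplification system for picogram inputs, and libraries were prepared from that cDNA with a DNA library kit. The authors deposited one table of raw read counts per gene symbol, with 1 column for each library and no normalization. Neither the labels nor the table name the aligner, the counting tool, the genome build, the annotation or any read filter, so no genomic coordinates are given and gene symbols are used as in the table. Whether the counting used strand information, and how it treated reads shared by near-identical or overlapping genes, is not stated either, so values of gene families with close copies are uncertain. Each column name matched the description of a single sample, and the group and replicate number of every library were taken from the labels.

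The deposited count table had 23710 rows, of which 4381 held a count of 0 in every library. Another 28 rows carried names that a spreadsheet had turned into dates, and 2 of those names occurred in more than 1 row. These rows held 0.173% of all counts, 18 of them passed the expression filter, and they stayed in the tests but were never named. Mitochondrially encoded genes had no row in the table. Genes that reveal the sex of a donor were tested with the others and are not named.

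Total counts per library ran from 217003 to 3179923. A gene that contributes 3 counts, taken here as the detection floor, corresponded to 0.943 CPM (counts scaled to the library total) in the deepest library and 13.8 CPM in the shallowest. Shares of single libraries are given with 95% Wilson binomial intervals. The cDNA was amplified and no molecular identifiers were used here, so intervals and floors cover counting error only.

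Counts were analysed in R 4.3.3. Genes were filtered with filterByExpr of edgeR 4.0.16 using the group factor, which left 12446 genes that held at least 97.47% of the counts of each library. Libraries were scaled with trimmed mean of M-values (TMM) factors, and the 12 libraries entered 1 quasi-likelihood fit of edgeR (glmQLFit with robust estimation, then glmQLFTest) with a term for each group and no covariate. The fit had 9 residual degrees of freedom, a median of 8.66 prior degrees of freedom and a common biological coefficient of variation of 0.883. P-values were adjusted with the Benjamini-Hochberg method over all genes tested in each comparison, and a gene was called at an adjusted p-value under 0.05. Standard errors of log2 fold changes were derived from the fold change and the F statistic. CPM values of genes used TMM-scaled library sizes over the tested genes, and log2 CPM used a prior count of 2. CPM sums of the airway gene list used the unscaled library totals. Where all libraries of a group held at most 3 counts of a gene, a fold is given as a bound computed against the floor.

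The genes named were chosen by a rule. For each comparison it took genes with an adjusted p-value under 0.05, a mean of at least 5 CPM in the higher group and no overlap of the 4 and 4 log2 CPM values, and of these the 5 with the largest positive and the 5 with the largest negative log2 fold change. In a direction without a call, the 3 genes with the smallest p-value that met the other criteria were named as not past the threshold. For each gene list past the threshold, the 2 members with the smallest p-value were named as well. A gene chosen by this rule in the TAA comparison is not reported here. Any gene named outside this rule was chosen after its values were seen and is described as such.

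Gene lists were tested with camera of limma 3.58.1 with a preset inter-gene correlation of 0.01, two-sided, and p-values were adjusted over all lists and the 3 comparisons. The lists covered contractile smooth muscle, fibrillar and associated collagens, elastic fibre, matrix proteases, the TGF-beta pathway, inflammatory cytokines, macrophage, T cell, B cell and plasma cell, neutrophil, endothelial, adipocyte, red blood cell, posterior HOX, anterior HOX and mitochondrially encoded genes. A list needed at least 5 tested genes. The B cell and plasma cell list had 2, the red blood cell list 3, the anterior HOX list 4, and the posterior HOX and mitochondrially encoded lists 0, so these were not tested in the main setting. Older symbols in the table were matched through a RefSeq gene table of assembly GRCh38.p14, which was used for names only. Transcript lengths (the longest per gene) and GC content (the median per gene) came from GENCODE transcripts. The score of a list in a library is the mean log2 CPM of its tested members.

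The separation of a pair of groups is the mean Euclidean distance of log2 CPM between groups minus the mean distance within groups, tested one-sided with an exact permutation test over the 35 ways to split 8 libraries into 2 groups of 4. Library measures were compared by two-sided exact permutation tests of the difference of means. The TAA and AAA comparisons share their 4 controls, so the correlation of their fold changes was set against 30 simulations of unchanged groups compared with the same controls. Each gene was drawn independently of the others in these simulations. The groups, the tests, the gene lists, the naming rule and the other settings listed next were fixed before the data were examined. These settings were DESeq2 1.42.0 size factors or upper-quartile scaling, the DESeq2 Wald test, limma-voom with sample weights, 3 other expression filters, only the 8 libraries compared, no robust estimation, the replicate number as a block, haemoglobin genes left out, other thresholds, fry and camera with an estimated correlation, another prior count, and each library left out in turn. The settings chosen after seeing the data were airway transcripts as a model term, comparisons within libraries with or without those transcripts, subtraction of the largest airway contribution that all libraries with these transcripts allow, a correction of each library for transcript length and GC content, thinning of every library to 217003 counts, and AAA replicates 3 and 4 summed.

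The fit was tested on simulated data, drawn from the means, dispersions and library sizes of these libraries, in which 200 genes had known fold changes. In AAA against Control, 97 of 11725 genes were called, 92 of them changed and 5 unchanged, so 46.0% of the changed genes were recovered. The simulated changes were large and smaller ones were not simulated, so a comparison with 0 calls does not show that its groups are alike. With a dispersion set lower by a fixed factor, recovery was 91.5% among 11991 genes. TAA against Control had no changed genes in the simulation and gave 0 calls at both dispersions, and 4.16% of its genes fell under an unadjusted p-value of 0.05 at the dispersion of these libraries.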

Results

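The series asked which genes differ in expression between aneurysmal and normal human aorta, in the thoracic and in the abdominal segment. An aortic aneurysm is a local widening of the vessel wall. Bulk RNA-seq counts were used from 12 libraries, 4 from each group, named here Control, TAA and AAA. Total counts in the 4 Control libraries were 1701370, 2055063, 2668630 and 3179923. The TAA libraries held 356119, 354666, 1190078 and 2573532 counts, and the AAA libraries 253343, 217003, 2788679 and 1856322. Mean depth was 2401250 ± 655108 counts (SD, n = 4) in Control, 1118600 ± 1046730 (SD, n = 4) in TAA and 1278840 ± 1263890 (SD, n = 4) in AAA. In two-sided exact permutation tests on 4 against 4 libraries, depth did not differ between any pair of groups, with the smallest p-value, 0.114, for TAA against Control. Without TAA replicate 4, both depth and the humanin-like share described below differed between TAA and Control at 0.0286. The smallest p-value this design allows is 0.0286.

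The number of genes with at least 1 count was 13089 ± 2492 (SD, n = 4) in Control, 14489 ± 1530 (SD, n = 4) in TAA and 13436 ± 3840 (SD, n = 4) in AAA. The 10 largest genes of each library took 9.72% ± 1.09 (SD, n = 4) of the counts in Control, 8.90% ± 4.04 (SD, n = 4) in TAA and 17.8% ± 11.4 (SD, n = 4) in AAA. Pseudogene-like copies of the mitochondrial humanin gene, which share reads with each other, took 0.319% ± 0.159 (SD, n = 4) in Control, 3.595% ± 4.339 (SD, n = 4) in TAA and 10.57% ± 10.96 (SD, n = 4) in AAA. The high AAA mean came from replicates 1 and 2, where the share was 20.01% (95% Wilson interval 19.85 to 20.16) and 20.12% (19.95 to 20.29), against 0.751% (0.741 to 0.761) in replicate 3 and 1.41% (1.39 to 1.42) in replicate 4. Of 12 exact permutation tests of these library measures and of depth, none passed 0.05 after Benjamini-Hochberg adjustment, the lowest adjusted value being 0.343. The smallest unadjusted value of these exact tests was 0.0286, for the humanin-like share in AAA against Control. That value was no longer under 0.05 when any one of the Control libraries was left out. Over all fits that left out a library it reached at most 0.171.

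A division of the libraries that crossed the groups was seen in a set of 20 genes typical of airway epithelium, among them KRT5, KRT19, SCGB1A1, BPIFB1 and FOXJ1. The set was chosen after the counts had been seen. It summed to 57.6, 3848, 1.12 and 8189 CPM in Control replicates 1 to 4 and to 22700, 3592, 1118 and 1254 CPM in TAA replicates 1 to 4. In AAA replicates 1 to 4 it summed to 15.8, 50.7, 6.81 and 14.01 CPM. Libraries above 100 CPM, which were Control replicates 2 and 4 and the 4 TAA libraries, are called libraries with airway transcripts below. KRT19 reached 4352 CPM (95% Wilson interval 4142 to 4574) in TAA replicate 1 and 1575 CPM (1532 to 1619) in Control replicate 4. No KRT19 count was found in any AAA library, which at 3 counts allows up to 13.8 CPM in the shallowest of them. Comparisons of TAA with Control were therefore also made within the 6 libraries with airway transcripts, and comparisons of AAA with Control within the 6 libraries without them. AAA and TAA have no library in the same class, so for that comparison no value within a class could be had. A fit with the presence of airway transcripts as a model term was possible for all 3 comparisons, because the Control libraries fell into both classes.

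**Figure D1:**
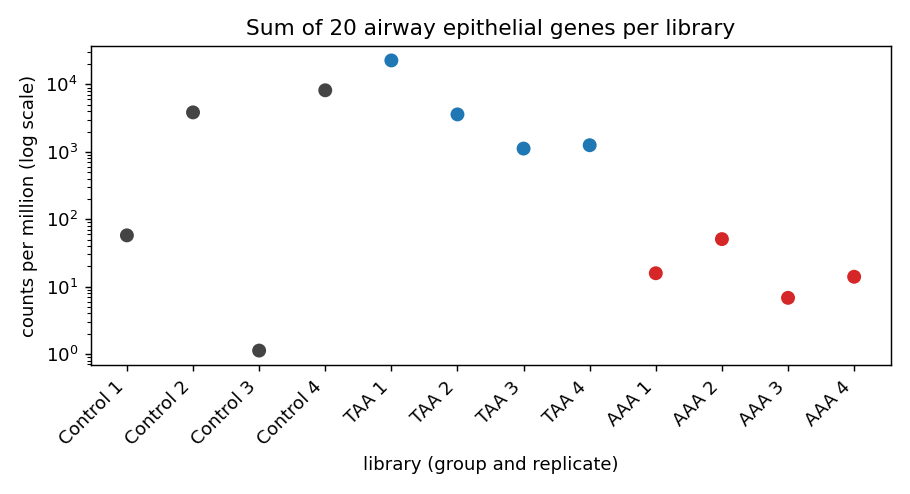
Summed CPM (counts scaled to the library total) of the 20 airway genes in each of the 12 libraries, on a logarithmic axis, by group. Control replicates 2 and 4 and the 4 TAA libraries lie between 1118 and 22700 CPM, and the other 6 libraries lie between 1.12 and 57.6 CPM.

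Over the 12446 tested genes, the first principal component of log2 CPM held 25.2% of the variance, the second 21.2% and the third 14.6%. Control replicate 3 lay at -225.9 on the first component, farthest from the other libraries. The AAA libraries had values from 66.2 to 134.9 on the second component, above every Control and TAA library. Distances between AAA and Control exceeded those within these groups by 34.6 units of log2 CPM distance (one-sided exact permutation test over 35 splits, p = 0.0286, adjusted over the 3 comparisons 0.0429). Between AAA and TAA the excess was 32.1 units (exact permutation p = 0.0286, adjusted 0.0429). Between TAA and Control it was 6.41 units (exact permutation p = 0.257), an excess that did not pass the test. The separation of TAA from Control depended on the libraries used, and it ran from -10.1 without TAA replicate 2 to 25.8 without Control replicate 4. Within the 6 libraries with airway transcripts the separation of TAA from Control was 7.52 (exact permutation p = 0.267), and within the 6 without them that of AAA from Control was 63.8 (exact permutation p = 0.133). The 15 splits of those comparisons allow no p-value below 0.0667.

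**Figure D2:**
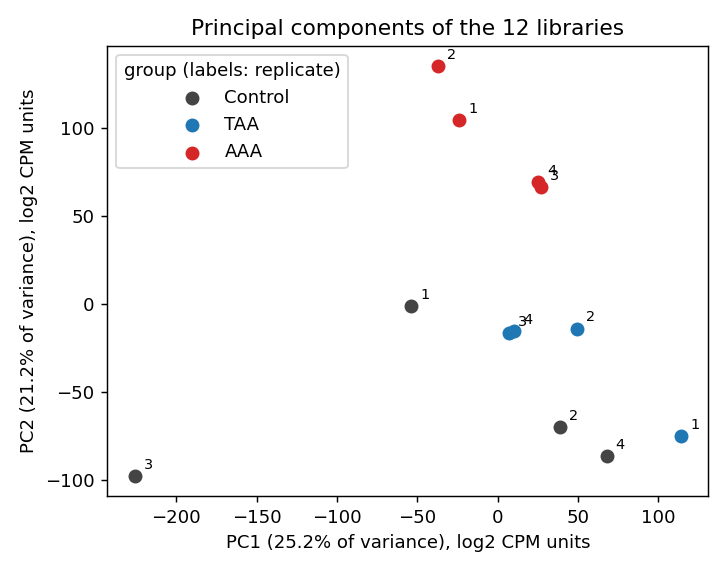
Principal components 1 (25.2% of the variance) and 2 (21.2%) of log2 CPM over the 12446 tested genes, with each point a library labelled by replicate number and coloured by group. The 4 AAA libraries lie above 66 on component 2 and Control replicate 3 lies at -225.9 on component 1.

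The comparison of TAA with Control asks which genes differ in thoracic aneurysm. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of 12446 genes had an adjusted p-value under 0.05, the smallest being 0.1999. At an unadjusted p-value under 0.05 there were 1070 genes, 399 higher and 671 lower in TAA, where 622.3 would fall by chance. The 4 TAA values lay entirely above or below the 4 Control values for 574 genes (4.61%), against 2.86% by chance. The choice that moved this count most was the DESeq2 Wald test, which called 116 genes. Within the libraries with airway transcripts the count at an adjusted p-value under 0.05 was again 0, with 1235 genes under an unadjusted 0.05. Leaving out TAA replicate 1 gave 3 calls, CCL21, ITLN1 and PLIN1, the last 2 of them outside the naming rule and chosen after their values were seen.

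Among genes higher in TAA without passing the threshold, GREM1 had the smallest p-value. GREM1 counts were 31, 12, 21 and 16 in TAA and 1, 0, 0 and 0 in Control, a level at least 18.8-fold higher, or at least 11.25-fold without TAA replicate 1. ADIPOQ averaged 257 ± 192 CPM (SD, n = 4) in TAA and 1.32 ± 2.63 CPM (SD, n = 4) in Control, a log2 fold change of 7.59 ± 1.44 (SE). CCL21 averaged 213 ± 268 CPM in TAA (SD, n = 4) and 0.457 ± 0.914 CPM in Control (SD, n = 4), a log2 fold change of 8.40 ± 1.63 (SE). The edgeR quasi-likelihood adjusted p-value of each of these 3 genes was 0.1999. In the other direction, LTBP4 fell from 989 ± 596 CPM (SD, n = 4) to 112 ± 45.8 CPM (SD, n = 4), with a log2 fold change of -3.14 ± 0.61 (SE). FLNA fell from 4787 ± 2230 to 566 ± 332 CPM (SD, n = 4 each), with a log2 fold change of -3.08 ± 0.62 (SE). PKD1, whose reads can be shared with near-identical pseudogenes, fell from 526.8 ± 163.2 to 93.2 ± 17.4 CPM (SD, n = 4 each). The edgeR adjusted p-values were 0.1999 for LTBP4 and FLNA and 0.259 for PKD1. All 4 TAA libraries lay beyond all 4 Control libraries for each of these 6 genes, and each of the 6 was called by the DESeq2 Wald test.

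The comparison of AAA with Control asks the same of abdominal aneurysm. Here 343 of 12446 genes had an edgeR quasi-likelihood adjusted p-value under 0.05 after Benjamini-Hochberg adjustment, 117 higher and 226 lower in AAA, and each of the 343 had an absolute log2 fold change of at least 1. At an unadjusted p-value under 0.05 there were 2471 genes. The 4 AAA values lay entirely beyond the 4 Control values for 1309 genes (10.5%), against 2.86% by chance. The median log2 fold change of all tested genes was -0.24 with TMM scaling, -0.14 with DESeq2 size factors and 0.07 with upper-quartile scaling, and changes are to be read relative to these shifts. The balance of directions followed the scaling. DESeq2 size factors gave 140 higher and 198 lower genes, and upper-quartile scaling gave 150 higher and 131 lower genes. The number of calls depended most on the deep AAA libraries. Without AAA replicate 4 there were 5 calls and without AAA replicate 3 there were 16, whereas leaving out AAA replicate 1 gave 215 and AAA replicate 2 gave 117. Leaving out Control replicate 1 gave 760. Among the other settings, summing AAA replicates 3 and 4 moved the count most as a ratio, to 16, and limma-voom with sample weights raised it most, to 1724. Within the 6 libraries without airway transcripts 231 genes were called, 144 of them among the 343.

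The 5 largest increases in AAA were those of MS4A1, PPBP, CCL21, DENND1C and IGJ (the immunoglobulin J chain gene). MS4A1 had no count in Control and 313 ± 357 CPM (SD, n = 4) in AAA, at least 200.7-fold higher (edgeR adjusted p = 0.0160). Its counts in AAA replicates 1 to 4 were 1, 1, 1985 and 1442, and it was not past the threshold without replicate 3 or without replicate 4, the latter leaving a bound of 127.6-fold. PPBP was at least 188-fold higher (edgeR adjusted p = 0.0265), with counts of 179, 66, 2 and 4 in AAA replicates 1 to 4 and 0 in Control, and the bound was 80.1-fold without AAA replicate 1. It lost its call in 4 of the 8 fits that each left out a library. CCL21 averaged 1290 ± 1913 CPM in AAA (SD, n = 4) and 0.457 ± 0.914 CPM in Control (SD, n = 4), a log2 fold change of 11.004 ± 1.773 (SE, edgeR adjusted p = 0.0142). AAA replicate 4 held 9078 of its counts, and without that library the log2 fold change was 9.205. DENND1C was at least 84.55-fold higher (edgeR adjusted p = 0.0142) and lost its call without AAA replicate 4. IGJ was at least 91.5-fold higher (edgeR adjusted p = 0.00892). CCL21 and IGJ stayed past the threshold in all 8 leave-one-out fits and in all other settings in which they were tested.

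The 5 largest decreases were those of GRIA2, HAPLN1, ALDH1L1, RANBP3L and PROM1. GRIA2 had counts of 550, 98, 517 and 53 in Control and none in AAA, at least 21.1-fold lower (edgeR adjusted p = 0.0179). HAPLN1 was at least 8.13-fold lower (edgeR adjusted p = 0.0433), but 426 of its counts in Control came from replicate 2 and the others had 29, 11 and 3. Without that library no bound above 1 is left (0.992). RANBP3L was at least 13.2-fold lower (edgeR adjusted p = 0.0485), but 751 of its counts in Control came from replicate 3 and the others had 1, 5 and 5, so that without replicate 3 no bound above 1 is left (0.214). ALDH1L1 was at least 22.45-fold lower (edgeR adjusted p = 0.0153), with 1186 counts in Control replicate 3 against 59, 11 and 58 in the other controls, and 2.53-fold lower at least without that library. PROM1 was at least 4.05-fold lower (edgeR adjusted p = 0.0348), and at least 2.24-fold without Control replicate 4. GRIA2 and ALDH1L1 lost their calls without AAA replicate 3 or 4. HAPLN1, PROM1 and RANBP3L each lost their calls in 5 of the 8 fits that left out a library, namely without any single AAA library and without Control replicate 2, or replicate 3 for RANBP3L. RANBP3L was also not called with upper-quartile scaling (0.0603) or after correction for transcript length and GC content (0.0535), and HAPLN1 not with upper-quartile scaling (0.05265). With airway transcripts as a model term HAPLN1 (0.0615) and PROM1 (0.0505) were not called. PROM1 had 72 and 212 counts in Control replicates 2 and 4, which carry airway transcripts, and 23 and 1 in replicates 1 and 3. Over all settings tried, the adjusted p-values of these genes reached at most 0.0552 for DENND1C, 0.0585 for MS4A1, 0.0788 for GRIA2 and ALDH1L1, 0.136 for PROM1, 0.147 for HAPLN1, 0.2997 for RANBP3L and 0.492 for PPBP.

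AAA was compared with TAA to ask whether the diseased groups differ. With edgeR's quasi-likelihood test 0 of 12446 genes passed an adjusted p-value of 0.05, the smallest being 0.154. There were 1406 genes under an unadjusted p-value of 0.05, and 1476 genes (11.9%) whose groups did not overlap, against 2.86% by chance. Analysing only the 8 libraries compared gave 169 calls, and limma-voom with sample weights gave 3412, the largest change. Genes nearest the threshold were CD37, VPREB3 and IGLL5 in one direction and ADAMTSL3, PTPRZ1 and MYH14 in the other, all with an edgeR adjusted p-value of 0.154. CD37 averaged 184 ± 174 CPM (SD, n = 4) in AAA and 1.41 ± 1.93 CPM (SD, n = 4) in TAA. VPREB3 was at least 12.5-fold higher in AAA. IGLL5, an immunoglobulin gene that can share reads with its copies, averaged 3144 ± 2723 CPM in AAA and 28.6 ± 19.5 CPM in TAA (SD, n = 4 each), with no count in TAA replicate 1. ADAMTSL3 averaged 6.65 ± 2.02 CPM (SD, n = 4) in AAA and 127 ± 84.6 CPM (SD, n = 4) in TAA, a log2 fold change of -4.14 ± 0.70 (SE). PTPRZ1 was at least 5.415-fold lower and MYH14 at least 26.1-fold lower, or 2.775-fold and 8.44-fold without TAA replicate 1. MYH14 followed the airway division, with 310 and 951 counts in Control replicates 2 and 4 and 12 and 22 in replicates 1 and 3.

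No gene was called against Control in both aneurysm groups, since TAA gave 0 calls. Across the 12446 genes, which are not independent replicates, the log2 fold changes of TAA and AAA against Control correlated with a Pearson r of 0.558 and a Spearman rho of 0.565, and 70.9% of genes had the same sign. Unchanged groups simulated against the same controls gave a mean r of 0.473 (0.458 to 0.490 in 30 simulations) and a same-sign share of 66.5%. When TAA and AAA were compared with different controls, averaged over the 6 assignments of 2 and 2 controls, r was 0.144, against a highest simulated value of 0.00931. With controls assigned by the airway division, Control replicates 2 and 4 to TAA and replicates 1 and 3 to AAA, r was 0.124 and rho 0.0883 over 11170 genes. Of the 343 genes called in AAA, 320 (93.3%) had the same sign in TAA, against 84.55% to 91.55% for the genes of smallest p-value in the simulations. The simulations drew each gene independently, whereas genes of real libraries vary together, so the simulated ranges are too narrow. Leaving out single libraries moved r between 0.497 and 0.686. Values above the simulated ranges therefore do not establish a change shared by TAA and AAA.

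Of the 16 gene lists, 11 had enough tested genes, giving 33 list tests with camera. With the preset correlation of 0.01, 20 tests had an adjusted p-value under 0.05. None of these 20 held under fry or under camera with an estimated correlation, so the list results below rest on the preset. Under both other scalings, the median log2 fold change of the list kept its sign for each of the 20.

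**Figure D3:**
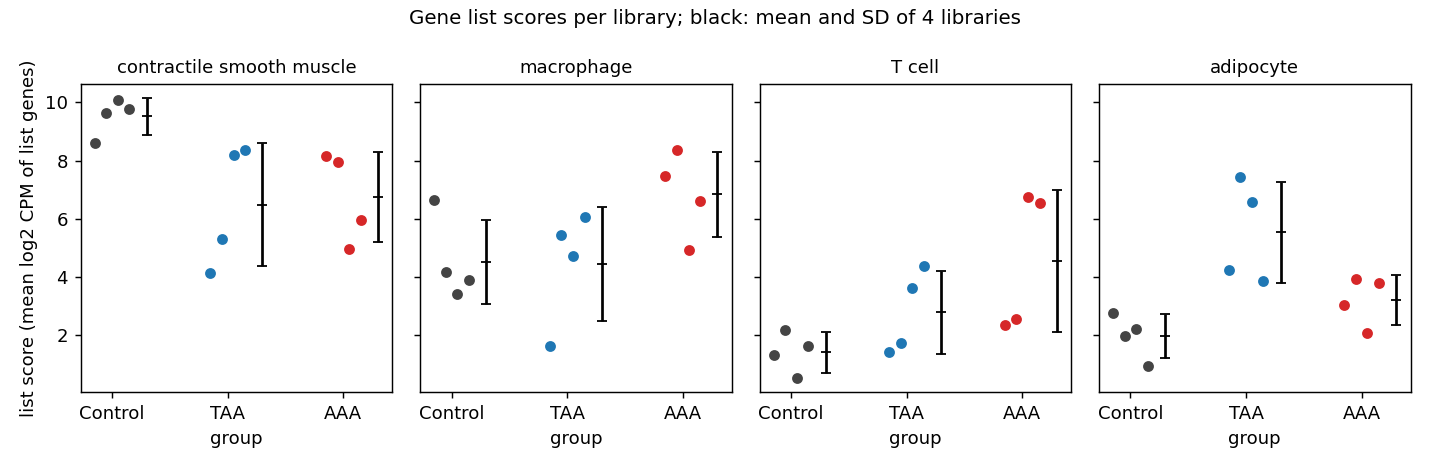
Mean log2 CPM of the tested genes of 4 of the 11 lists (contractile smooth muscle, macrophage, T cell and adipocyte) in each library, by group, with the group mean and SD (n = 4). The contractile smooth muscle score is 9.52 ± 0.64 in Control, 6.49 ± 2.11 in TAA and 6.75 ± 1.56 in AAA.

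In TAA against Control, the contractile smooth muscle list was lower (camera adjusted p = 6.34e-16), with 15 of 15 genes lower and a median log2 fold change of -2.11. Its score in single libraries was 8.61 to 10.07 in Control and 4.12 to 8.36 in TAA. Collagens were lower (2.06e-10, 11 of 12 genes), as were elastic fibre genes (2.81e-06, 13 of 18 genes) and TGF-beta pathway genes (0.00366, 12 of 16 genes). Lists higher in TAA were adipocyte (6.19e-06, 5 of 5 genes), neutrophil (2.12e-04, 6 of 6 genes), inflammatory cytokines (4.78e-04, 12 of 12 genes) and T cell (0.00322, 5 of 7 genes). With genes at the detection floor set to their bounds, median log2 fold changes were 2.27 for the neutrophil list, 1.49 for cytokines and 1.34 for T cells. Within the libraries with airway transcripts the TGF-beta list (adjusted p = 0.937) and the T cell list (0.0518) were not past the threshold, while the other 6 lists were, from 1.26e-11 for contractile genes to 0.0137 for elastic fibre. The TGF-beta result was also lost without Control replicate 3 (0.0506). Matrix protease (0.925), macrophage (0.591) and endothelial (0.513) lists did not differ, although the endothelial list passed without TAA replicate 3 (0.0109). No member of any list was called over all genes tested. Adjusted over the list alone, 6 contractile genes, 4 collagens, 2 elastic fibre genes, 4 T cell genes, 3 neutrophil genes, 3 adipocyte genes and 1 endothelial gene passed 0.05, and none of the other lists had any.

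The list members with the smallest p-values in TAA were CNN1 (log2 fold change -4.03 ± 1.27 SE) and MYLK (-2.76 ± 0.90) among contractile genes, COL14A1 (-2.69 ± 0.77) and COL6A1 (-2.82 ± 0.85) among collagens, and LTBP4 and LTBP3 (-2.37 ± 0.67) in the elastic fibre list. SKI (-1.39 ± 0.64) was among those of the TGF-beta list, and CXCL2 (3.15 ± 1.05) and TNF (at least 1.87-fold higher) led the cytokines. IL7R (5.49 ± 1.40) and CD247 (at least 4.11-fold higher) led the T cell list, CSF3R (5.29 ± 1.36) and CXCR2 (at least 8.74-fold higher) the neutrophil list, and ADIPOQ and FABP4 (6.34 ± 1.30) the adipocyte list. Without TAA replicate 4 the bounds were 2.37-fold for CD247 and 4.81-fold for CXCR2, and none above 1 was left for TNF (0.666). Their edgeR quasi-likelihood adjusted p-values lay between 0.1999, for LTBP4, ADIPOQ and FABP4, and 0.576, for SKI. COL6A1 had 3 counts in TAA replicate 1 and 208 to 1988 in the other TAA libraries, and 2 of the 4 TAA values of CXCL2 lay above all Control values.

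In AAA against Control, the contractile list was lower (camera adjusted p = 8.27e-08), again with 15 of 15 genes lower and a median log2 fold change of -2.08. Elastic fibre genes (4.54e-05, 15 of 18), collagens (0.00347, 9 of 12) and TGF-beta pathway genes (0.0245, 12 of 16) were lower as well. Lists higher in AAA were T cell (1.24e-05, 6 of 7), macrophage (2.19e-05, 15 of 15), inflammatory cytokines (0.00154, 9 of 12) and neutrophil (0.00875, 5 of 6). Median log2 fold changes with floor genes at their bounds were 4.51 for T cells, 2.11 for macrophages, 3.22 for neutrophils and 1.51 for cytokines. All 8 of these lists were past the threshold within the libraries without airway transcripts, from 8.49e-08 for elastic fibre to 0.0389 for macrophage. The macrophage list was not past it with airway transcripts as a model term (0.0781). The TGF-beta list was not past it after the length and GC correction (0.0901). Leaving out single libraries removed the TGF-beta call, without Control replicate 1 (0.118), Control replicate 3 (0.125), AAA replicate 3 (0.0621) or AAA replicate 4 (0.0511). The neutrophil call was removed without AAA replicate 1 (0.111) or AAA replicate 2 (0.112). The adipocyte list was at 0.0630 and depended on the setting. It passed in each of the 8 fits that left out a library, between 0.00250 and 0.0379, fits in which more genes entered the test, and after subtraction of airway reads (0.0187). It was at 0.704 with airway transcripts as a model term, 0.466 within the libraries without them and 0.1006 after the length and GC correction. Matrix protease (0.526) and endothelial (0.513) lists did not differ, although matrix proteases passed without AAA replicate 4 (0.0392).

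Adjusted over the list alone, 6 contractile genes passed 0.05 against 3 over all genes tested, 4 collagens against 2, 7 elastic fibre genes against 2, 6 T cell genes against 4, 3 cytokines against 1, 3 neutrophil genes against 1, 2 TGF-beta genes against 0, 2 matrix proteases against 0 and 1 endothelial gene against 1. The macrophage and adipocyte lists had 0 by either count. By edgeR's quasi-likelihood test, MYOCD fell from 967 ± 1186 to 8.53 ± 7.88 CPM (SD, n = 4 each, adjusted p = 0.0197) and SYNM from 386 ± 241 to 46.0 ± 11.1 CPM (SD, n = 4 each, adjusted p = 0.0447). COL14A1 fell from 2525 ± 1428 to 134 ± 92.8 CPM (SD, n = 4 each, edgeR adjusted p = 0.0179) and COL5A2 from 302 ± 103 to 44.1 ± 7.72 CPM (SD, n = 4 each, edgeR adjusted p = 0.0348). LTBP4 (log2 fold change -3.60 ± 0.62 SE, edgeR adjusted p = 0.0142) and LTBP1 (-3.85 ± 0.94 SE, edgeR adjusted p = 0.0373) led the elastic fibre list. IL7R, CD2, CSF3R and CCL5 were higher with edgeR adjusted p-values of 0.0164, 0.0264, 0.0188 and 0.0319. Each of these 10 genes lost its call without AAA replicate 4, and 9 of them, CSF3R being the exception, also without AAA replicate 3. Over the 8 fits that left out a library, SYNM lost its call in 6 and COL5A2, LTBP1 and CCL5 in 5 each. SYNM, COL5A2 and LTBP1 were not past the threshold after the length and GC correction (0.0769, 0.0884 and 0.0826) or with upper-quartile scaling (0.0652, 0.0548 and 0.0548). After subtraction of airway reads the changes of SYNM, COL14A1, COL5A2, LTBP4, LTBP1 and CCL5 were no smaller than in the main fit. Their log2 fold changes then ran from -2.81 for COL5A2 to -4.46 for COL14A1, with 4.01 for CCL5. Their edgeR adjusted p-values were nevertheless not past the threshold, between 0.1402 and 0.359. Within the libraries without airway transcripts CCL5 (0.0514), CD2 (0.102) and CSF3R (0.0824) were not, nor was CD2 with the airway term (0.0582). With the replicate number as a block MYOCD (0.0651), SYNM, COL5A2, LTBP1, CCL5 and CD2 (0.124) were not, and with limma-voom CSF3R was not (0.0683). With AAA replicates 3 and 4 summed only CSF3R was past it, and the others lay between 0.0601 and 0.154. TGFB2 (0.0578), SMAD2 (0.0765), TNF (0.0698), LYZ (0.0976), MARCO (0.133) and S100A12 (0.0976), the remaining members with the smallest p-values in their lists, were not past the threshold of the edgeR test.

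In AAA against TAA, the macrophage list was higher (camera adjusted p = 1.75e-09, 14 of 15 genes, median log2 fold change 2.44), as was the T cell list (2.51e-04, 7 of 7 genes, median 2.55). The adipocyte list was lower (0.00554, 5 of 5 genes, median -2.21). The collagen list was past the threshold as higher (0.0229), with 7 of 12 genes higher and a median log2 fold change of 0.06. With airway transcripts as a model term, the adjusted p-values were 0.862 for macrophage, 0.0781 for T cell, 0.00399 for adipocyte and 0.911 for collagens, the last in the opposite direction. The collagen call was lost without TAA replicate 1 (0.596), TAA replicate 2 (0.102), AAA replicate 1 (0.0971) or AAA replicate 2 (0.121), and the adipocyte call without TAA replicate 2 (0.329). Of the other lists, adjusted p-values were 0.0630 for endothelial, 0.329 for matrix proteases, 0.526 each for contractile, elastic fibre and cytokine genes, and 0.925 each for the TGF-beta and neutrophil lists. Over 17 other settings, the endothelial list passed in 5, among them without TAA replicate 3 (2.76e-04), TAA replicate 4 (0.0324) or AAA replicate 3 (0.0255). Matrix proteases passed in 4 (lowest 0.00479, without AAA replicate 4), contractile genes in 3 (0.0137, without AAA replicate 3), elastic fibre genes in 2 and the TGF-beta list in 1 (0.0120 and 0.00520, with airway transcripts as a model term). Adjusted over the list alone, 2 adipocyte genes, 1 T cell gene and 1 cytokine passed 0.05, against 0 over all genes tested. COL1A1 and COL5A2, CD68 and FCGR3A, CD4 and CD2, and ADIPOQ and FABP4 had the smallest p-values in their lists, with edgeR adjusted p-values from 0.157 for ADIPOQ to 0.391 for COL5A2. Of the collagens, COL1A1 was higher in AAA (log2 fold change 2.54), while COL5A2 was lower (-1.43), against the direction of its list.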

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

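The main list tests, those under fry or an estimated correlation, limma-voom and the leave-one-out fits were fixed before the data were examined. Among tests of explanations, the list tests after airway subtraction and the test of a common airway source were chosen before their results were seen. The other tests of explanations in this part were chosen only after the result was seen. Values of single libraries were screened in 161 groups of 4 libraries, and in 19 groups the highest or lowest library stood apart from the other 3 by more than the 95% limit for the gap relative to the range, where 8.05 groups would by chance. In 11 of the 19, a library with a few counts stood beside 3 libraries with a count of 0, so the gap spanned the whole range. These were, in log2 CPM, GREM1 (0.90), ADIPOQ (2.71), MARCO (3.05) and CD2 (0.90) in Control replicate 1, CCL21 (1.63), IGJ (0.71) and CXCR2 (1.005) in Control replicate 4, VPREB3 (0.72) in TAA replicate 4, and ALDH1L1 (0.79), RANBP3L (0.79) and MYH14 (1.40) in AAA replicate 4. The counts behind them ran from 1 to 12, and no biological explanation was tested.

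TAA replicate 1 stood apart in its airway gene sum, 22700 CPM against 1118 to 3592 CPM in the other TAA libraries. It is the extreme of a pattern that spans the 4 TAA libraries and Control replicates 2 and 4. A change of the aneurysmal aorta itself is argued against by Control replicate 4, which carried 8189 CPM, more than 3 of the 4 TAA libraries, and by the AAA libraries, none of which exceeded 50.7 CPM. Alveolar lung tissue is argued against by the surfactant genes, which summed to at most 4 counts in any of the 6 libraries. A candidate explanation is one common airway epithelial source that entered the 6 libraries in different amounts. If so, other airway genes should keep the same proportions between the libraries. The 36 genes of a second airway list, written down before the test, had a median dispersion index of 1.37 around the proportions of the first list, where 1 is counting noise, against a median of 89.1 and a lowest value of 31.4 among 10000 random lists matched on abundance. The percentile of the list was 0.01, the smallest these random lists can give. The ratio of KRT19 to KRT5 counts lay between 1.93 and 2.60 in the 6 libraries, which is consistent with a single source. The first list was picked from these libraries, and 4 of its genes and 16 of the second list exceeded 1 CPM on average in the libraries without airway transcripts. In TAA replicate 2, 79.5% of the second list's counts came from its largest gene. Whether the source was tissue, RNA or library material shared during preparation was not tested. The largest share of reads that the counts, taken at face value, allow for such a source was 86.0% in TAA replicate 1. It was 31.0% in Control replicate 4 and 14.6% in Control replicate 2. In TAA replicates 2, 4 and 3 it was 13.5%, 4.75% and 4.19%. Aortic transcripts present in all 6 libraries raise these estimates. Each gene was taken at its lowest ratio to airway counts over the 6 libraries, so counting noise lowers them. They are therefore not strict bounds. If TAA replicate 1 were wholly airway, the shares would be 36.1% in Control replicate 4, 16.9% in Control replicate 2 and 15.8% in TAA replicate 2.

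Control replicate 3 had few genes detected at equal depth, 7342 against 10994 to 11436 in the other controls. Coverage that favours long transcripts may be involved, since its deviations rose with transcript length across genes (rank correlation 0.261), but Control replicate 1 had nearly the same trend (0.226) with 10994 genes detected. The 2 views cannot be told apart with a single such library. RANBP3L also stood apart in Control replicate 3, at a log2 CPM of 8.73 against 0.90 to 2.04. Length and GC trends are argued against for this gene, because it remained at 9.45 after the correction, with the other controls at 1.74 or lower. A different tissue composition of this sample stays open and was not tested. The same library had the lowest limma-voom sample weight, 0.0993.

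The endothelial list score of Control replicate 1 was 5.83, against 3.90 to 4.15 in the other controls. After correction for length and GC content it was 5.67, against 3.63 to 4.82, so the correction narrowed the gap without closing it. Length and GC trends as a partial cause and a larger share of endothelial cells in this sample cannot be told apart from 1 library, and the latter was not tested.

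In Control replicate 4, CXCL2 was low, at a log2 CPM of 2.07 against 3.84 to 4.09, and so was COL5A2, at 7.23 against 8.40 to 8.55. With the estimated airway share of 31.0% removed, CXCL2 was at 3.65 CPM against at least 10.1 in the other controls. This gap, 1.47 on the log2 scale, exceeds their range of 0.649, so dilution of aortic RNA by airway reads is argued against as the whole cause. COL5A2 was at 186 CPM against at least 247.7, a gap of 0.416 within a range of 0.510 among the other controls, so dilution and a difference between donors cannot be told apart for it from 1 library. In TAA replicate 1, COL6A1 was low, at a log2 CPM of 2.92 against 8.46 to 9.53. With the estimated airway share of 86.0% removed, the rest of that library held 60.3 CPM against at least 393.8 in the other TAA libraries. The gap was 2.71 on the log2 scale against a range of 1.04 among them. That share is not a strict bound and a larger one would narrow the gap, so dilution cannot be excluded for COL6A1. IGLL5 had no count in TAA replicate 1, a log2 CPM of 0.35 against 5.09 to 5.41, and here dilution at low depth may suffice. At the lowest share of the other TAA libraries, 1.79 counts would be expected in the part of this library that is not airway. Differences between the donors stay open for these genes and were not tested.

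For 4 gene lists the change against Control differed between AAA and TAA, as tested by camera in the comparison of AAA with TAA. The adjusted p-values were 1.75e-09 for macrophage genes, 2.51e-04 for T cell genes, 0.00554 for adipocyte genes and 0.0229 for collagens. None held under fry or an estimated correlation. Airway reads in the TAA libraries are argued against as the whole cause for 3 of the lists. After subtraction of the largest estimated airway contribution, the adjusted p-values were 1.89e-07 for macrophage, 3.61e-04 for T cell and 1.44e-04 for adipocyte genes. The subtraction takes counts from TAA libraries and none from AAA libraries, so for macrophage and T cell genes it does not test dilution. Both lists stayed past the threshold in each fit that left out a library, TAA replicate 1 included, at most at 3.07e-05 and 0.00516. The other TAA libraries hold an estimated airway share of at most 13.5%, or 15.8% if TAA replicate 1 were wholly airway. The collagen difference was no longer past the threshold after subtraction, at 0.170, so airway reads may account for it. A broader difference between libraries with and without airway transcripts, such as a preparation batch, was examined with the presence of these transcripts as a model term. The adipocyte difference stayed past the threshold at 0.00399, while macrophage (0.862), T cell (0.0781) and collagen genes (0.911) did not. For none of the 4 lists can the batch and the group be told apart. Every TAA library and no AAA library carries airway transcripts, and the term rests on 2 against 2 controls. In Control replicates 1 to 4 ADIPOQ had 9, 0, 0 and 0 counts and FABP4 10, 18, 0 and 0. The term could therefore measure little for these adipocyte genes. Over all settings tried, adjusted p-values ran from 3.66e-16 to 0.862 for macrophage, 2.50e-08 to 0.2325 for T cell, 1.44e-04 to 0.329 for adipocyte and 2.18e-04 to 0.911 for collagen genes. A difference in cell content between thoracic and abdominal aneurysm also stays open, as an untested hypothesis.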

How the results depend on the processing

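Airway transcripts as a model term or as classes of libraries, subtraction of airway reads, the length and GC correction, thinning and the sum of AAA replicates 3 and 4 were chosen only after the data had been seen, and the other settings before. The number of called genes stayed within 1.5 times its value in all 3 comparisons with DESeq2 size factors, upper-quartile scaling, no robust estimation, haemoglobin genes left out, a mean count of at least 10 and a log2 fold change of at least 1. The table has no mitochondrially encoded genes, so only haemoglobin genes could be left out. The DESeq2 Wald test called 116 genes in TAA against Control, 1432 in AAA against Control and 498 in AAA against TAA, and 85 in both aneurysm groups. It included 332 of the 343 genes called in AAA. With limma-voom and sample weights, 1724 genes were called in AAA against Control, 316 of them among the 343, and 3412 in AAA against TAA. That fit gave AAA replicates 3 and 4 weights of 4.90 and 5.88 and Control replicate 3 a weight of 0.0993. Without an expression filter 675 genes were called in AAA against Control. A mean count of at least 100 left 3410 genes and 1 call in AAA against TAA, ADAMTSL3. Fits to only the 8 libraries compared gave 222 calls in AAA against Control and 169 in AAA against TAA. At an adjusted p-value under 0.1, AAA against Control had 929 calls. For these counts the cause was not tested, beyond what the number of genes or libraries in each fit implies. The separation of AAA from Control was 35.9 with a prior count of 0.5, no longer past the threshold (exact permutation p = 0.0571).

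The groups share replicate numbers, but the deviations of libraries with the same number correlated between -0.35 and 0.25, and 1 of 12 pairs exceeded 0.1, so the numbers do not pair the samples. With the replicate number as a block (replicate block), 95 genes were called in AAA against Control and 0 in the other comparisons (601 and 1048 at an unadjusted p-value under 0.05), and the neutrophil list in AAA against TAA changed direction at an adjusted p-value of 0.782. Of the list tests, 0 passed with fry and 0 with camera under an estimated correlation. Under fry, 3 lists without a difference changed direction, matrix proteases (0.806) and macrophage (0.986) in TAA against Control and neutrophil (0.974) in AAA against TAA. Matrix proteases in TAA also did so with a mean count of at least 10 (0.976). All 33 list tests kept their direction and side of the threshold with DESeq2 size factors. Without fry and the estimated correlation, 20 of 33 list tests passed in the main setting and between 15 and 25 in the others. The 15 came from 23 tests within the airway classes, 1 of them on the B cell and plasma cell list, and the 25 from 33 tests with AAA replicates 3 and 4 summed. The number of tests was 36 where another list had enough genes. With a mean count of at least 10 this was the B cell and plasma cell list, which passed in 3 tests. Without TAA replicate 1 or 2 or AAA replicate 1 or 2 it was the anterior HOX list, which passed in 1 test each.

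With airway transcripts as a model term, 898 genes were called in AAA against Control, 268 of them among the 343, and 2 in AAA against TAA. Among the 2 was LYRM4, whose counts in Control follow the airway division. LYRM4 lies outside the naming rule and was chosen after its values were seen. Lists that changed direction under this term were macrophage (0.0590) and endothelial (0.368) in TAA against Control, endothelial (0.686) in AAA against Control, and contractile (0.936), collagens (0.911) and endothelial (0.287) in AAA against TAA. Of the 6, only the collagens had been past the threshold. Another 4 lists became weaker and 2 stronger. Within libraries of 1 airway class, macrophage (0.145) and endothelial (0.363) in TAA and endothelial (0.466) in AAA against Control changed direction, and 2 lists became weaker. After subtraction of the airway contribution, 10 genes were called in TAA against Control, 177 in AAA against Control, 111 of them among the 343, and 10 in AAA against TAA, with 4 called in both aneurysm groups. Cytokines (0.792) and neutrophil genes (0.872) in AAA against TAA changed direction.

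After correction for length and GC content 242 genes were called in AAA against Control, 51.7% of them higher in place of 34.1%. The TGF-beta list in AAA against Control was no longer past the threshold (0.0901), and the TGF-beta (0.767) and neutrophil (0.655) lists in AAA against TAA changed direction. At equal depth, 4961 genes could be tested, and 216 were called in AAA against Control and 1, IGLL5, in AAA against TAA. With AAA replicates 3 and 4 summed as 1 library, 16 genes were called in AAA against Control, and the TGF-beta list in AAA against TAA changed direction (0.818). In that setting 5 lists became stronger, adipocyte (0.00289) and matrix proteases (0.0428) in AAA against Control and contractile (0.0364), matrix proteases (0.00598) and endothelial (0.0371) in AAA against TAA. The separation and the correlation of fold changes were recomputed within the airway classes and not for the other settings chosen later, and AAA against TAA has no value within a class.

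Across fits that each left out a library, calls in AAA against Control ranged from 5 without AAA replicate 4 to 760 without Control replicate 1. The 5 were ADAMTSL3, CCL21, COTL1, APOC1 and IGJ. COTL1 and APOC1 lie outside the naming rule and were chosen after their values were seen. The cause was not tested, although the fits without AAA replicates 3 and 4, the deep libraries of that group, gave fewer calls than those without replicates 1 (215) and 2 (117). TAA against Control had 0 to 3 calls and AAA against TAA 0 to 2, ADAMTSL3 and ITLN1 without TAA replicate 1. Genes called in both aneurysm groups numbered 0 to 1. The separation of TAA from Control ran from -10.1 to 25.8 and was below 0 in each of the 4 fits without a TAA library. That of AAA from Control ran from 22.7 to 50.3, with an exact permutation p of at most 0.0857, and that of AAA from TAA from 26.3 to 36.7, with at most 0.0857. The correlation of fold changes ran from 0.497 to 0.686, and simulations were not repeated for these fits. The difference in total counts between TAA and Control ran from -1767600 without TAA replicate 4 (exact permutation p = 0.0286) to -1023100. That between AAA and TAA ran from -343040 to 645220. In genes detected, AAA minus Control ran from -836 to 1632 and AAA minus TAA from -2193 to 231.7. The share of the 10 largest genes in TAA minus Control ran from -2.77 to 0.327 percentage points.

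Several lists changed direction when a library was left out, and their adjusted p-values ranged as follows. In TAA against Control they were 0.102 to 0.615 for macrophage, 0.0109 to 0.804 for endothelial and 0.676 to 0.984 for matrix proteases. In AAA against Control matrix proteases ranged from 0.0392 to 0.713. In AAA against TAA they were 0.0137 to 0.699 for contractile, 0.0641 to 0.980 for cytokines, 0.137 to 0.949 for neutrophil, 0.437 to 0.833 for TGF-beta, 0.0138 to 0.991 for elastic fibre and 0.00479 to 0.787 for matrix proteases. None of these lists was past the threshold with all libraries. In other list tests of these fits, 19 became stronger and 12 weaker. Among values of named genes in these fits, 60 became weaker and 4 stronger, and no named gene changed direction in any setting. Depth limits the shallow AAA and TAA libraries, where a gene needs 8.42 to 13.8 CPM to reach 3 counts, so genes below that level in these 4 libraries were not detectable there.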

Other observations

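In this part, the tests on other splits of the libraries, on airway reads in the list results, on a duplicated library and on fat in TAA were chosen before their results were seen, and the tests on HOXC10, CARTPT, the humanin-like share, the AAA pairs, cell shares, airway reads for the adipocyte list and for the genes called in AAA, depth and the counts of genes kept or lost after the length and GC correction were chosen only after the result was seen.

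The 8 libraries of each comparison can be split into 2 groups of 4 in 35 ways. For AAA against Control, the real split was the 1 of 35 with as many as 343 calls, and also the 1 of 35 with as many as 2471 genes under an unadjusted p-value of 0.05. For TAA against Control, 35 of 35 splits gave at least 0 calls, as any split must, so that count says nothing about grouping, and 7 of 35 gave at least 1070 genes under an unadjusted 0.05. The largest number, 2102, came from a split that set Control replicates 1 and 3 with TAA replicates 3 and 4 against the libraries richer in airway transcripts, and a split of Control replicate 1 with TAA replicates 2, 3 and 4 against the rest gave 61 calls. Within the libraries with airway transcripts, TAA against Control had 0 calls and 1235 genes under an unadjusted 0.05. For AAA against TAA, 35 of 35 splits gave at least 0 calls, again by construction, and 1 of 35, the real one, gave at least 1406 genes under an unadjusted 0.05. A split that paired TAA replicates 1 and 2 with AAA replicates 3 and 4 gave 15 calls.

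The genes called in AAA against Control were examined for technical causes. Airway reads in Control replicates 2 and 4 were examined in 3 ways. Against Control replicates 1 and 3 alone 144 of the 325 calls tested were still called, after subtraction of the largest airway contribution 111 of 341 were, and with airway transcripts as a model term 268 of 343 were. For the 292 genes that stayed called in at least 1 of these settings (87 higher and 205 lower), airway reads are argued against as the whole cause. They include 83 called with the model term alone, which counts the presence of airway transcripts and not their amount, while 46 were called in all 3. The other 51 genes were called in none. For the 30 of them higher in AAA, airway reads could raise the fold change only by dilution of the controls. At the estimated airway shares this is at most 0.536 on the log2 scale in a library, while the smallest log2 fold change was 2.84. Airway reads are therefore argued against as the whole cause for these 30. For the 21 lower in AAA airway reads and a loss of power cannot be told apart, since fewer controls, a further term and a subtraction that also removes aortic counts can each lower it. With every library thinned to 217003 counts, 161 of the 219 calls that could be tested were still called, and for these depth is argued against as the whole cause. The other 182, of which 58 were lost and 124 had too few counts to be tested, leave depth open, because thinning also lowers power. The genes lower in AAA were long, with a median transcript length of 6389 bases against 3844.5 for all tested genes and 2648 for the genes higher in AAA. After correction for length and GC content, 104 of the 226 lower genes were still called, and for these the trends are argued against as the whole cause. The other 122 were lost, with adjusted p-values from 0.0507 to 0.396. They kept a median of 84.5% of their log2 fold change (quartiles 78.25% and 91.2%), so the trends are argued against as the whole cause of the change, although their calls rest on how the trends are handled. After the correction the median length of genes lower in AAA was 4657 bases. The number of calls may rest on counting AAA replicates 3 and 4 as separate samples, since 16 genes were called with the 2 summed, all of them among the 343. A loss of power with 3 samples in place of 4 could have the same effect, and the fit without AAA replicate 3 also gave 16. A difference between abdominal aneurysm and control aorta stays open beside these.

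AAA replicates 3 and 4 resembled each other, with a correlation of 0.950 across genes in log2 CPM. One library sequenced again is argued against by their dispersion index of 10.3, where 1 is sampling noise. AAA replicates 1 and 2 had an index of 7.09 and the pairs across them 37.4 to 54.5. The index grows with depth, so shallow and deep pairs are not comparable by it. AAA replicates 1 and 2 correlated at 0.690 only, against 0.613 to 0.656 for the pairs across. Separate libraries prepared from the RNA of 1 sample would also exceed 1, so these and samples of separate donors cannot be told apart by the index or the correlation. They were counted as separate because the labels number them so. In their T cell and neutrophil list counts the 4 AAA libraries fell into 2 pairs, and depth is argued against as the reason. At the T cell share of replicates 3 and 4, 836 T cell list counts would be expected in replicates 1 and 2, and 105 were seen. In the other direction, neutrophil list counts would be 4019 in replicates 3 and 4 at the share of replicates 1 and 2, and 261 were seen. A preparation batch and a difference between tissue samples in their lymphocytes and neutrophils stay open, and neither was tested.

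The contractile smooth muscle list was lower in both aneurysm groups. In TAA, airway reads are argued against as the whole cause, since the list remained lower without TAA replicate 1 (camera adjusted p = 1.01e-11). The other TAA libraries hold an estimated airway share of at most 13.5%, or 15.8% if TAA replicate 1 were wholly airway. The list was also lower after subtraction of the largest airway contribution (adjusted p = 4.14e-12, range over all settings 2.98e-19 to 0.197). That result alone cannot decide, because the subtraction takes away contractile counts of TAA replicate 1, which were already few. In AAA, length and GC trends are argued against as the whole cause, since the list remained lower after that correction (adjusted p = 2.15e-07, range 4.67e-10 to 0.253). A lower share of smooth muscle cells that raised every other cell type alike was tested by whether the scores of other cell types moved apart. T cell minus neutrophil scores were -4.37, -3.96, 4.88 and 3.96 on the log2 scale in AAA replicates 1 to 4 and -1.66 to -0.253 in Control. All 4 AAA values lay farther from the median of the 8 libraries than any Control value (exact permutation p = 0.0286, the smallest possible). This distance was chosen after the result was seen, so its p-value carries no weight. Control scores were low, 0.526 to 2.18 for T cells and 0.779 to 3.29 for neutrophils, which keeps their differences small. A preparation batch also stays open for the 2 AAA pairs, so these scores cannot decide on such a shift in AAA. The group means of 5 lists of other cell types did not spread more than in other splits in AAA (SD over the lists 1.006, exact permutation p = 0.457), a mean over replicates 1 and 2 and replicates 3 and 4, whose T cell minus neutrophil scores had opposite signs. In TAA, T cell minus neutrophil scores were -2.15 to -1.31 and overlapped with Control. The 5 lists moved apart there, from -0.248 for endothelial and -0.0757 for macrophage to 2.47 for neutrophil and 3.55 for adipocyte scores. The SD over the lists was 1.63 (exact permutation p = 0.0286, the smallest possible), which argues against the shift as the whole cause in TAA. Macrophage minus endothelial scores rose by 1.74 in AAA (exact permutation p = 0.0857). A change in the cell types that rose, and in the smooth muscle cells themselves, stays open and was not tested. Inflammatory cytokines higher in TAA also remained after the subtraction (2.24e-06, range 2.24e-06 to 0.197), which argues against airway reads as the whole cause.

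Adipocyte genes higher in TAA are argued not to come from airway reads, because the list stayed past the threshold after the subtraction (adjusted p = 4.64e-07, range 9.51e-10 to 0.197). Fat in the TAA samples is a candidate explanation. A second list of 8 tested adipocyte genes, none of them in the first, had a median log2 fold change of 1.19 in TAA against Control, 7 of 8 genes higher, against a median of -0.15 for random lists of matched expression, a percentile of 99.98 among 10000. All 8 of these genes also exceeded 1 CPM in Control. Whether fat around the vessel was sampled with the wall, or the wall itself held more fat cells, was not tested.

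HOXC10, singled out after its counts were seen and too low to pass the expression filter, was counted in the AAA libraries alone, with 9, 3, 13 and 14 counts in replicates 1 to 4, at least 5.72-fold higher than in the other libraries, or 3.07-fold without AAA replicate 1. Too few counts elsewhere are argued against, because 107 counts would be expected in the 8 Control and TAA libraries at the AAA share. HOX genes of the posterior groups mark position along the body, and the 13 posterior HOX genes summed to 12, 3, 52 and 35 counts in AAA, 0, 5, 19 and 16 in TAA and 5, 1, 0 and 0 in Control. Since the controls held 0 HOXC10 counts, they may come from a segment other than the abdominal aorta, but the labels give no segment for them, and a change with the disease cannot be told apart from a difference of segment. The comparison of AAA with Control would then mix both.

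CARTPT, also singled out after its counts were seen, had 58, 15, 82 and 51 counts in Control and none in TAA or AAA, at least 4.30-fold lower (edgeR quasi-likelihood adjusted p = 0.0333 in AAA and 0.316 in TAA). Too few counts in the aneurysm libraries are argued against, because 205.7 would be expected there at the Control share. Whether a tissue other than the vessel wall contributed it in the controls was not tested.

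The humanin-like pseudogene share was highest in AAA replicate 2 (20.12%), AAA replicate 1 (20.01%) and TAA replicate 2 (9.99%). Low depth may go with it, since these 3 are among the 4 shallowest libraries (exact Fisher p = 0.0182). TAA replicate 1, equally shallow, had a much lower share of 2.41%. This was still above every deeper library, of which TAA replicate 3 had the highest share, 1.525%. How such reads were shared between the mitochondrial genome and its nuclear copies depends on the counting, which is not stated.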
